A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Disruption of tRNA biogenesis enhances proteostatic resilience, improves later-life health, and promotes longevity" (2024).

How the data were processed

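Short RNA was measured by sequencing in whole *Caenorhabditis elegans* worms fed bacteria carrying the empty RNAi vector (vector control, 3 samples) or RNAi against *rpc-1* (3 samples), the gene for the largest subunit of RNA polymerase III (Pol III). Before sequencing, short RNA was size selected and demethylated, because modified bases in tRNAs block reverse transcription. The values are estimated counts per transcript, which the authors made by trimming reads with Cutadapt, assigning them with Salmon to an index of all WBcel235 RNAs with the genome as decoy, and importing the short transcripts with tximport. All deposited values were whole numbers, so rounding to whole numbers changed none of them. Salmon divides reads between transcripts that resemble each other, so counts of near-identical tRNA or 5S rRNA copies, and of transcripts that overlap on opposite strands, are uncertain for single copies. Whether the assignment used the strand of the reads is not stated by the study. Some ncRNAs that share coordinates on opposite strands had equal RNAi counts, such as F36H12.65 and F36H12.66 (31, 37 and 45 each). This argues that strand was not used at those loci in the RNAi samples. The same pairs had unequal counts in controls, so the split between strands differed between the groups there. Whether strand was used in controls and at other loci is left open. The tRNA C16H3.t1 and the opposite C16H3.7 had 458, 186 and 298 against 138, 0 and 0 RNAi counts.

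The deposited table had 2526 transcripts, of which 2506 matched a transcript of the Ensembl release 115 annotation of WBcel235 and 20 did not. Coordinates are 1-based and on WBcel235. Nuclear tRNAs (143 transcripts) were kept apart from mitochondrial tRNAs (22), which Pol III does not transcribe. The annotation has 612 nuclear tRNA genes, so the table covers only part of them, and the reason was not examined. Whether a tRNA in the table also carries reads of copies outside it was not tested. The other Pol III classes were 5S rRNA, 7SL RNA, RNase P RNA, RNase MRP RNA and Y RNA. U6 RNA and snoRNAs transcribed by Pol III were not told apart by the annotation and were counted outside the Pol III classes. An ncRNA was called antisense to a tRNA gene when it overlapped a nuclear tRNA gene or tRNA pseudogene on the opposite strand by at least 40 bases. The *rpc-1* mRNA was not among these short transcripts, so the knockdown itself was not analysed here.

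Groups and replicate numbers came from the sample titles, which number the control and RNAi samples 1 to 3. The study used the standard workflow of DESeq2 at 10% FDR. The main test here was the DESeq2 1.42.0 Wald test in R 4.3.3 on all transcripts, with Benjamini-Hochberg adjusted p under 0.10. Median-of-ratios size factors, group as the only term and independent filtering were chosen here as a reading of that workflow. A design with the replicate number as a block, which pairs samples by the number in their titles, was run beside it. Alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr), other size factors, other filters on low counts, 5% FDR, and leaving out each sample. These choices, the main tests and the rule for naming transcripts were fixed before the data were examined. Both tools were tested on simulated counts for 2526 transcripts, of which 200 changed 8-fold. DESeq2 recovered 167 of the 200 changed transcripts, with 20 false calls among 187. edgeR recovered 132 of the 200, with 6 false calls among 138. The simulated counts were independent draws with dispersions that DESeq2 fitted to these data, and only transcripts with a mean normalized count of at least 10 were changed. They had no effect of replicate number and no simulated loss to 0 counts, so these rates need not hold for the real calls.

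The share of counts on a class and the median log2 change of tRNAs against other transcripts were compared by exact two-sided permutation of the 6 sample labels, which gives 20 labelings and no p below 0.10. The median used log2(normalized count + 1) and transcripts with a mean normalized count of at least 10. Shares of single samples have Wilson 95% confidence intervals, and the smallest share a sample can show was set at 3 counts. Intervals and floors cover counting error only, since reads copied by PCR are not independent molecules. Where every sample of a group had 3 counts or fewer, a fold change was computed against this floor and is a lower bound.

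The tRNAs named in the text of the study are always given. Beside them are the 5 tRNAs with the largest falls and the 5 with the largest rises in log2 fold change, among those past 10% FDR with a mean normalized count of at least 10 and no overlap between the groups, and by the same rule the 3 largest falls and 3 largest rises among other transcripts. tRNAs were not grouped by anticodon, and change was not set against gene copy number, because anticodons were not used here. Summaries were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.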

Results

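Short RNAs were compared between worms fed *rpc-1* RNAi and worms fed the empty vector, with 3 samples in each group, to ask which Pol III transcripts change when the polymerase is partly depleted. The counts on short transcripts summed to 18108863, 9362216 and 18464616 in vector control replicates 1, 2 and 3. In *rpc-1* RNAi replicates 1, 2 and 3 they summed to 19386526, 20014617 and 21685824. These sums cover the short transcripts in the table and not whole libraries. No pair of samples agreed within sampling noise, and the closest pair was *rpc-1* RNAi replicates 2 and 3, with a Spearman correlation of 0.972 across 817 transcripts, which are not independent replicates.

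The share of counts on nuclear tRNAs was 4.94% ± 4.42 (SD, n = 3) in vector controls and 0.654% ± 0.407 (SD, n = 3) in *rpc-1* RNAi. By sample it was 9.87% (Wilson 95% confidence interval 9.86 to 9.88), 1.34% (1.33 to 1.35) and 3.60% (3.59 to 3.61) in vector control replicates 1, 2 and 3. It was 1.12% (1.11 to 1.12), 0.493% (0.490 to 0.496) and 0.351% (0.349 to 0.354) in the RNAi replicates. The groups did not overlap, and the exact two-sided permutation p was 0.10, the smallest that 3 samples against 3 can give (0.55 after Benjamini-Hochberg adjustment over the 11 classes compared). The difference between group means was -4.28 percentage points. Samples with the same replicate number deviated together from their group means: the mean correlation of these deviations across transcripts was 0.38, the highest of the 6 ways to pair the control and RNAi samples. With the replicate number as a block, the paired differences were -8.75, -0.849 and -3.25 percentage points, with a mean of -4.28 ± 4.05 (SD, 3 pairs) and an exact two-sided sign-flip p of 0.25, the smallest that 3 pairs can give. The alternative that moved the difference most without leaving out a sample was a denominator without rRNA and 7SL RNA, which gave -8.32 percentage points.

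ncRNAs antisense to tRNA genes took 11.7% ± 7.81 (SD, n = 3) of counts in vector controls and 11.3% ± 6.24 (SD, n = 3) in *rpc-1* RNAi, a difference smaller than the spread between replicates (exact permutation p 0.80, adjusted 0.80). Added to the nuclear tRNAs, they took 16.6% ± 12.1 (SD, n = 3) in controls and 11.95% ± 6.65 (SD, n = 3) in RNAi, and the groups overlapped (exact permutation p 0.60). The ratio of RNAi to control for this sum was 0.638, 1.07 and 0.661 in same-numbered pairs 1, 2 and 3 as a share of counts, and 0.607, 0.872 and 0.601 with counts scaled by size factors, where the groups also overlapped (exact permutation p 0.50). Mitochondrial tRNAs took 17.6% ± 5.82 (SD, n = 3) and 16.0% ± 6.55 (SD, n = 3) (exact permutation p 0.70, adjusted 0.80). The 5S rRNA share was 31.8% ± 2.45 (SD, n = 3) in controls and 37.9% ± 1.12 (SD, n = 3) in RNAi, without overlap (exact permutation p 0.10, adjusted 0.55). This separation held for shares only: counts scaled by size factors were 5620587 ± 548569 (SD, n = 3) in controls and 5971958 ± 449367 (SD, n = 3) in RNAi, with overlap (exact permutation p 0.40), and the pair 2 ratio of RNAi to control was 0.934. The Y RNA share was 0.0478% ± 0.0157 (SD, n = 3) in controls and 0.0300% ± 0.00878 (SD, n = 3) in RNAi. It was lower in all 3 same-numbered pairs (ratios 0.546, 0.700 and 0.676), but the groups overlapped (exact permutation p 0.30, adjusted 0.80). The RNase MRP RNA share was instead higher in all 3 pairs (ratios 1.09, 1.21 and 1.6), also with overlap (exact permutation p 0.50, adjusted 0.80). This held for shares only: with counts scaled by size factors the pair 2 ratio was 0.983. The RNase P RNA share was mixed (ratios 0.959, 0.708 and 1.21). The 7SL RNA share was 0.337% ± 0.0167 (SD, n = 3) and 0.359% ± 0.0657 (SD, n = 3), within the spread between replicates (exact permutation p 0.60, adjusted 0.80).

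**Figure D1:**
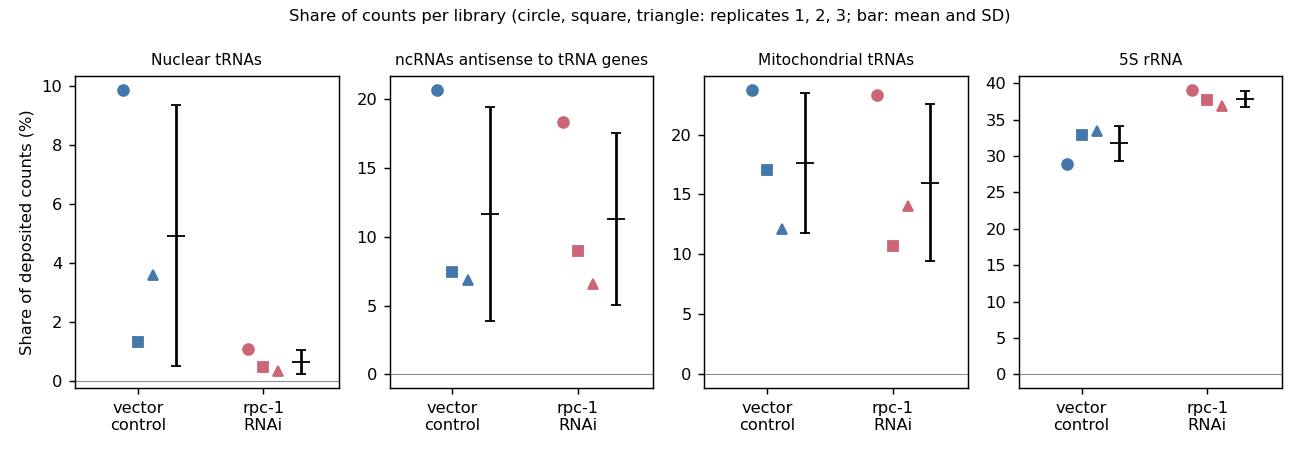
Share of counts in percent (vertical axis) for 4 classes in vector control (blue) and *rpc-1* RNAi (red) samples, with replicates 1, 2 and 3 as circle, square and triangle and the mean and SD in black. Nuclear tRNAs were lower in all 3 RNAi samples than in any control, and replicate 1 of both groups had the highest share of antisense ncRNAs and mitochondrial tRNAs.

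DESeq2 called 79 short transcripts past 10% FDR, 45 lower and 34 higher in *rpc-1* RNAi, among 1083 with an adjusted p. Of the nuclear tRNAs, 35 were called, 26 lower and 9 higher. None of the other Pol III transcripts was called (0 of the 10 that had an adjusted p, with 1 at an unadjusted p under 0.05), and 44 calls fell outside the Pol III classes. With the replicate number as a block (same-numbered samples correlated at 0.38, as above), DESeq2 called 278 transcripts, of which 66 were tRNAs (48 lower, 18 higher), 3 were other Pol III transcripts and 209 lay outside the Pol III classes. The block was the alternative that moved the number of calls most. Of the 35 tRNAs called without the block, 33 were called with it, in the same direction. edgeR's quasi-likelihood test called 57 transcripts and 25 tRNAs, 17 lower and 8 higher, all 25 among the 35.

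**Figure D2:**
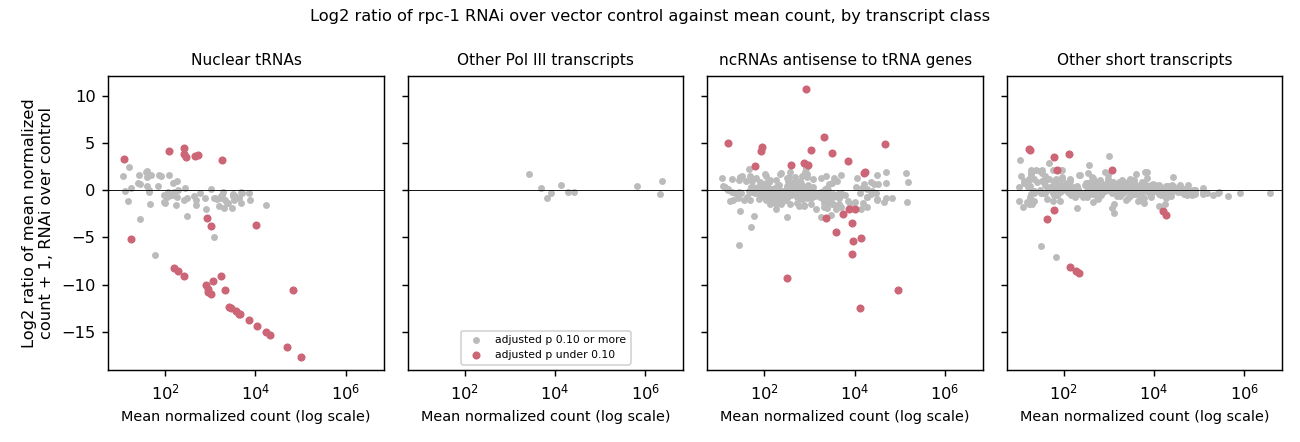
Log2 ratio of mean normalized count + 1 in *rpc-1* RNAi over vector control (vertical axis) against mean normalized count (horizontal axis, log scale) for transcripts with an adjusted p and a mean of at least 10, in 4 classes, with transcripts at adjusted p under 0.10 in red. Called tRNAs lay on both sides of 0 with the larger ratios below it, and no other Pol III transcript was called.

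The median log2 change of 113 nuclear tRNAs was -0.89, and that of 704 other transcripts was 0.16, a difference of -1.04 (exact two-sided permutation p 0.30, smallest possible 0.10). In same-numbered pairs 1, 2 and 3 the difference was -0.77, -0.42 and -1.36, and the mean with the replicate block was -0.85. A minimum mean count of 100 moved it to -1.35.

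Among the 26 tRNAs called lower, 19 had 3 or fewer counts in all 3 RNAi samples. The other 7 had log2 fold changes from -11.23 to -2.99. At least 1 control sample also had 3 or fewer counts in 7 of the 26. By the rule for named transcripts, 27 of the 35 called tRNAs had no overlap between groups (19 lower, 8 higher). Chance separates 10% of unselected transcripts with 3 samples against 3, but these were selected by a test of the same groups, so that rate is no baseline for them. The 5 with the largest falls had 0 counts in every RNAi sample. F14B4.t1 (chromosome I, 9267122 to 9267194) had 419488, 21367 and 179917 counts in vector control replicates 1, 2 and 3, and was at least 87629-fold lower in RNAi (DESeq2 adjusted p 7.97e-36). C52G5.t1 (chromosome X, 12843688 to 12843760) was at least 43434-fold lower (DESeq2 adjusted p 7.21e-30), and F28H6.t1 (chromosome X, 14115691 to 14115763) at least 17655-fold lower (DESeq2 adjusted p 3.7e-28). F38E9.t2 (chromosome X, 16461477 to 16461549) was at least 14708-fold lower (DESeq2 adjusted p 3.32e-29), and C04F2.t1 (chromosome V, 7506395 to 7506467) at least 9134-fold lower (DESeq2 adjusted p 3.31e-23). The size of these falls depended on single control samples. The log2 fold change of C52G5.t1, with 256068, 12176 and 35185 control counts, went from -19.44 to -17.61 without vector control replicate 1. That of C04F2.t1 went from -17.19 to -15.9 without vector control replicate 3. An ncRNA antisense to the tRNA gene was also in the table for F28H6.t1 and F38E9.t2. The partner of F38E9.t2, F38E9.10, had only 0, 0 and 2 counts in controls and 1, 1 and 0 in RNAi, so it did not take up the lost counts.

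F14B4.t1 is also one of the tRNAs named in the study. The others rested on fewer control samples. F28F8.t3 (chromosome V, 15551799 to 15551870) had 16071, 0 and 1829 counts in vector control replicates 1, 2 and 3 and 0 in every RNAi sample (DESeq2 adjusted p 5.56e-12). T22C8.t1 (chromosome II, 8631957 to 8632040) had 53 counts in vector control replicate 2 and 0 in each of the other 5 samples, and DESeq2 gave it an adjusted p of 5.91e-07. It was not past 10% FDR with the replicate block, and neither F28F8.t3 nor T22C8.t1 passed the count filter of edgeR.

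The 9 tRNAs called higher had log2 fold changes from 3.20 to 4.53. T22F3.t4 (chromosome V, 3582131 to 3582202) had 21.6 ± 4.94 normalized counts (SD, n = 3) in controls and 503.8 ± 209.7 (SD, n = 3) in RNAi, a log2 fold change of 4.53 ± 0.71 (SE, DESeq2 adjusted p 6.32e-09). ZK678.t2 (chromosome X, 15748031 to 15748101) rose by 4.22 ± 0.89 on the log2 scale (SE, DESeq2 adjusted p 5.62e-05), T04D3.t1 (chromosome I, 13324995 to 13325066) by 3.87 ± 0.71 (SE, DESeq2 adjusted p 1.37e-06) and K01A12.t1 (chromosome X, 8623603 to 8623675) by 3.73 ± 0.70 (SE, DESeq2 adjusted p 3.05e-06). ZK154.t1 (chromosome X, 7773190 to 7773262) had 2, 1 and 0 counts in controls and 20, 30 and 38 in RNAi, at least 5.76-fold higher (DESeq2 adjusted p 0.0186).

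**Figure D3:**
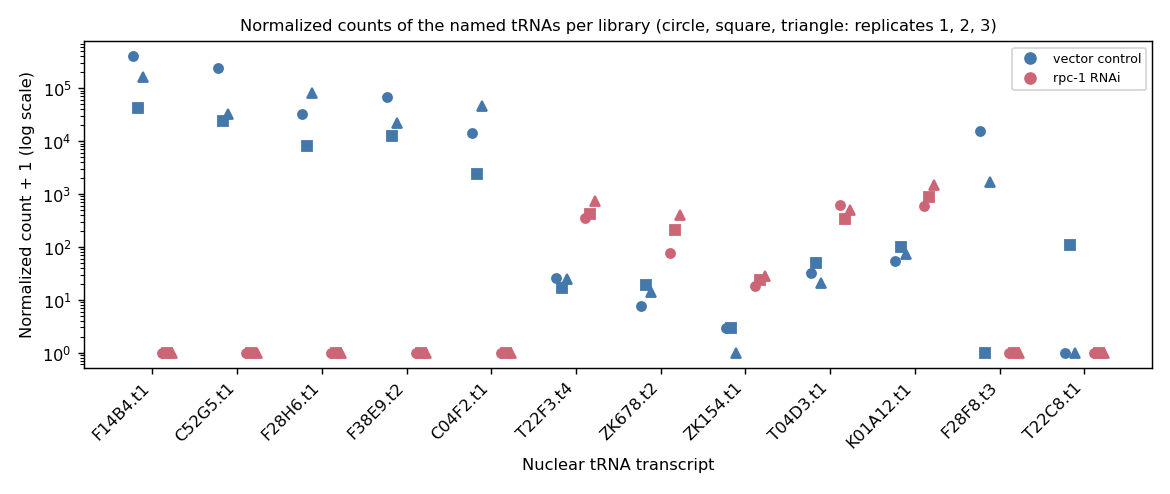
Normalized count + 1 (vertical axis, log scale) of the 12 named tRNAs (horizontal axis) in each vector control (blue) and *rpc-1* RNAi (red) sample, with replicates 1, 2 and 3 as circle, square and triangle. The 5 tRNAs at the left, F28F8.t3 and T22C8.t1 had 0 counts in all 3 RNAi samples, and T22C8.t1 had counts in 1 control sample.

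Of the 44 calls outside the Pol III classes, 29 were ncRNAs antisense to tRNA genes (12 lower, 17 higher, against 73 lower and 49 higher with the replicate block, which reversed the majority), 10 were other ncRNAs, 2 were snoRNAs, 2 were tRNA pseudogenes and 1 was an snRNA. The largest falls were in K02D7.8 (chromosome IV, 322623 to 322711), R11B5.8 (chromosome X, 2526209 to 2526291) and F07C6.7 (chromosome IV, 12795584 to 12795708). K02D7.8, antisense to the tRNA gene K02D7.t1, changed by -12.82 ± 1.06 on the log2 scale (SE, DESeq2 adjusted p 2.15e-31). R11B5.8, antisense to R11B5.t3, was at least 277-fold lower (DESeq2 adjusted p 3.58e-13). F07C6.7, antisense to the snoRNA or snRNA gene F07C6.5, was at least 157-fold lower (DESeq2 adjusted p 1.37e-11). The largest rises were all in ncRNAs antisense to tRNA genes. F22F1.5 (chromosome X, 8154718 to 8154802) was at least 426-fold higher (DESeq2 adjusted p 4.16e-14), and Y37E11AL.16 (chromosome IV, 3681856 to 3681955) at least 8.17-fold higher (DESeq2 adjusted p 8.91e-05). The ncRNA antisense to Y73F8A.t4 (chromosome IV, 15311106 to 15311201) rose by 5.68 ± 1.29 on the log2 scale (SE, DESeq2 adjusted p 0.000249). Its control counts were 207, 0 and 49. Its rise was 7.53 without vector control replicate 1 and 5.13 without vector control replicate 2. The log2 fold change of F22F1.5 was 12.86, and 11.68 without *rpc-1* RNAi replicate 2.

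Of the 4 5S rRNA transcripts and 3 7SL transcripts with an adjusted p, none was past 10% FDR. DESeq2 gave no p for the 5S copy ZK218.12 (*rrn-4.1*), with 957673 ± 1656831 normalized counts (SD, n = 3) in controls, so it was not tested. The lowest adjusted p among the 10 tested transcripts was 0.143, for the 5S copy ZK218.17 (*rrn-4.3*, chromosome V, 17117863 to 17117981), with a log2 fold change of 1.69 ± 0.67 (SE). With the replicate block 3 of the 11 were past 10% FDR. ZK218.17 was higher, with a log2 fold change of 1.81, and the Y RNA F55G1.16 (*yrn-1*) was lower, at -0.82. ZK218.12 was at 6.74 with the block and at -2.32 without it. It was also higher, at 7.47, without the block when vector control replicate 2 was left out, so its direction depended on that sample as well as on the design. Near-identical 5S copies share reads, so values of single copies are uncertain. These transcripts were singled out after their values were seen.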

Values the study reported

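The study reported 35 tRNAs as differentially expressed in worms treated with *rpc-1* RNAi. It described 9 (26%) of these as induced. The threshold in its plots was a 10% FDR. By northern blotting it also reported lower levels of a leucine tRNA and an arginine tRNA, with probes listed for T22C8.t1 and F14B4.t1.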

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

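Settings described as added were chosen after seeing the data. The added setting with summed counts joined 55 of the 332 ncRNAs antisense to tRNA genes to a listed tRNA. The rest stayed separate transcripts, so this setting covers only part of any movement of counts between tRNAs and antisense ncRNAs. The number of transcripts past 10% FDR was 79. It was 127 with size factors from transcripts outside the Pol III classes, 128 with total-count size factors and 278 with the replicate block, and, among added settings, 147 in edgeR with the replicate block and 125 with tRNA and antisense ncRNA counts summed. Across the 6 fits that each left out one sample it ran from 74 to 180. In the fits with 127 and 128 calls DESeq2 also replaced its parametric dispersion trend by a local one, so the size factors alone were not isolated as the cause. Total-count size factors moved the share of lower calls from 57.0% to 46.1%, and moved the median log2 change of transcripts with a mean of at least 10 from -0.08 to 0.10. The added size factors from snoRNAs moved this median to -0.47, and those without Pol III classes and tRNA-antisense ncRNAs to -0.28.

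The 35 tRNA calls became 66 with the replicate block, and 35 to 57 when one sample was left out. The 26 lower tRNAs became 17 in edgeR with TMM and its count filter, 48 with the replicate block, 19 with tRNA and antisense ncRNA counts summed (added), and 26 to 44 when one sample was left out. With the summed counts, which joined only 55 of the 332 antisense ncRNAs to tRNAs, 25 of the 35 tRNA calls were shared, all in the same direction. The edgeR filter accounts for part of this: 7 of the 26 were not tested there. The 9 higher tRNAs became 15 with total-count size factors, 18 with the replicate block, 14 in edgeR with the replicate block (added), 14 with tRNA and antisense ncRNA counts summed (added), and 8 to 13 when one sample was left out. Other Pol III transcripts, with 0 calls (1 at an unadjusted p under 0.05), had 1 call each with size factors from outside the Pol III classes, total-count size factors, the minimum mean count of 10, edgeR with the replicate block (added) and the summed counts (added), 3 with the replicate block, and 0 to 2 when one sample was left out. Each of the single calls was ZK218.17. The 44 calls outside the Pol III classes became 88 with size factors from those transcripts, 86 with total-count size factors, 70 with the minimum mean count of 10, 209 with the replicate block, 108 in edgeR with the block (added), 91 with the summed counts (added), and 39 to 122 when one sample was left out. Apart from what is said of the edgeR filter, the cause was not tested.

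The lower tRNA share kept its direction under every setting tried, from -6.08 to -1.82 percentage points when one sample was left out, and so did the median tRNA difference, from -1.65 to -0.50. Neither test can pass 0.05 with these groups. Calls of ncRNAs antisense to tRNA genes (12 lower, 17 higher) were mostly lower with the replicate block (73 lower, 49 higher), in edgeR with the block (added; 42 lower, 29 higher) and without *rpc-1* RNAi replicate 1 (59 lower, 24 higher), and narrowly so with the minimum mean count of 10 (23 lower, 22 higher), without vector control replicate 3 (20 and 18), in edgeR without a count filter (added; 18 and 16) and with the summed counts (added; 27 and 25). Under edgeR with TMM, the other size factors planned, the block and leaving out each sample, 191 changes of named transcripts kept their direction and their side of the threshold, 4 were weaker and 0 reversed. Most of these transcripts were chosen for groups that do not overlap, many with 0 counts in a whole group, so this shows no stability. T22C8.t1 lost its call in 3 settings and ZK154.t1 without *rpc-1* RNAi replicate 3. F28F8.t3 and T22C8.t1 have no value in edgeR with its filter, and T22C8.t1 has none without vector control replicate 2, where all its counts are 0. The planned tests of anticodon families and of change against gene copy number were not run.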

Other observations

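All tests in this part were chosen after the patterns were seen. Of the 109 nuclear tRNAs with 100 or more counts in total, 24 had at least 100 counts in the controls together and 3 or fewer in every *rpc-1* RNAi sample, and 21 of the 24 had 0 in all 3. They held 53.7% of the normalized tRNA counts of the controls. Some rested on a single control sample. C03A3.t1, F11A1.t1, Y7A5A.t5 and ZK783.t1 had control counts only in vector control replicate 3 (3119, 298, 206 and 196). C05C9.t1 had 4, 2219 and 3 counts in the controls. The tests below include these tRNAs. The opposite pattern occurred in 0 nuclear tRNAs, so in this class the pattern was not equally frequent in both directions. Outside it both directions occurred: 3 antisense ncRNAs had the same pattern and 2 the opposite one, as did 5 and 2 of the remaining transcripts. Assignment noise unrelated to group therefore remains possible for single transcripts. Among the other 3 splits of the samples that part all same-numbered pairs, at most 9 tRNAs were at this floor in one group. Reads assigned to an antisense ncRNA over the same gene are a candidate explanation: 66.7% of the 24 had such an ncRNA in the table, against 30.6% of the other 85 tRNAs (Fisher's exact test, two-sided p 0.00194). In 1 of the 16 loci with such a partner did the partner rise by at least the fall of the tRNA, so a simple exchange within loci was not seen at the other 15. Exchange with other tRNA copies, or with ncRNAs antisense to those copies, was not tested, because it needs the reads or sequences. Loss of the RNA and a difference in read assignment cannot be told apart here.

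The lower tRNA share might reflect counts moved from tRNAs to tRNA-antisense ncRNAs. The combined share did not separate the groups (exact two-sided permutation p 0.6), but this cannot decide the question. The antisense share varied more between replicates (SD 7.81 percentage points in controls and 6.24 in RNAi) than the tRNA difference of -4.28. The sum could therefore overlap with or without exchange. Exchange alone predicts a higher share of antisense ncRNAs in RNAi, and this share was higher in 1 of 3 same-numbered pairs. It fell in pairs 1 and 3 (ratios 0.888 and 0.956), so exchange alone does not account for the lower tRNA share there. Exchange beside a fall of both classes could give the same values and is not excluded. With counts scaled by size factors the ratio for antisense ncRNAs was also under 1 in pair 2 (0.975).

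ncRNAs antisense to tRNA genes had a mean count of at least 100 in 74.4% of 332 cases, and those antisense to snoRNA or snRNA genes in 73.2% of 56, against 3.96% of 1186 other ncRNAs. Reads of the tRNA counted without regard to strand are a candidate explanation, and transcription of the antisense strand was not tested. At 30 snoRNA and snRNA loci, the median log2 ratio of antisense to sense counts differed between groups by -0.42, with overlap, in a comparison that ignores locus and replicate number. Within loci and same-numbered samples, the median difference was 0.69, 0.25 and 0.93, and the ratio was higher in RNAi in all 3 pairs at 15 loci and lower in all 3 at 5, where chance gives 12.5% each way. Summed over the loci, the antisense part was instead lower in RNAi in pairs 1 (29.7% and 26.1% in control and RNAi) and 2 (28.8% and 25.8%) and higher in pair 3 (22.2% and 28.4%). The direction thus depended on how loci were weighted, and 3 pairs cannot give an exact sign-flip p under 0.25. A difference between groups in strand or assignment handling was not established at these loci. Some other ncRNAs share coordinates on opposite strands. F36H12.65 and F36H12.66 each had 31, 37 and 45 RNAi counts, but 41, 63 and 0 against 0, 0 and 26 in controls. F23F12.15 and F23F12.16 each had 16, 9 and 6, but 68, 35 and 96 against 0, 0 and 0. F26H11.10 and F26H11.9 were also near equal in RNAi only. F52H3.10 had 14361, 4116 and 4191 RNAi counts against 14345, 4098 and 4191 for F52H3.9. Their control counts were 3571, 1037 and 306 against 25755, 7467 and 19678. The tRNA C16H3.t1 and C16H3.7 were unequal in both groups. At the named ncRNA pairs the split of counts between strands thus differed between the groups. Whether assignment also differed between groups at tRNA loci remains possible, and was not tested.

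The 7 tRNAs called lower despite 3 or fewer counts in a control sample were a reason to test whether the call came from DESeq2 alone. edgeR without a count filter, a setting added afterwards, called 7 of the 7. Its usual filter had left all 7 untested, and without that filter edgeR can share the weakness of DESeq2 with such counts, so this does not show that the calls are sound. Both models gave small p-values to T22C8.t1, whose counts came from 1 of 6 samples.

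Same-numbered samples resembled each other: the mean correlation of their deviations was 0.38, which is consistent with a library batch that follows the replicate number. Replicate 1 of both groups had the highest shares of mitochondrial tRNAs and of ncRNAs antisense to tRNA genes. No biological explanation of the replicate numbers was tested.

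Of the 10 splits of the 6 samples into 3 and 3, 4 part all same-numbered pairs, and the real split was compared with these. It alone (1 of 4) gave as many short transcripts, tRNAs, lower tRNAs, higher tRNAs and transcripts outside the Pol III classes past 10% FDR, and 4 of 4 gave as many other Pol III transcripts, since all gave 0 (1 at an unadjusted p under 0.05 in the real split). With 4 splits no share under 0.05 is possible, so this cannot exclude a coincidence of sample grouping. The highest counts in the other 3 were 10 transcripts and 6 tRNAs. The remaining 6 splits each keep a same-numbered pair together. One of them, with vector control replicates 1 and 2 and *rpc-1* RNAi replicate 1 on one side, gave 54 transcripts and 10 tRNAs, and as many transcripts outside the Pol III classes (44) as the real split.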
